A study of Mus musculus with 3 samples.

How the data were processed

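Hippocampi were microdissected from PBS-perfused mice, myelin was removed on magnetic columns, viable cells were collected by flow cytometry and libraries were made with 10x Genomics reagents, per the labels' protocols. The deposited files are gene-by-barcode tables of raw counts, in which each count is a UMI, with 31053 genes listed for each of the 3 runs. Per the file headers, the counting software had version 3.0.2 for run 1 and version 3.1.0 for runs 2 and 3. The headers and labels do not state the aligner, the genome build, the annotation or how barcodes were selected. The lowest UMI count per barcode was 500, 501 and 500 in runs 1, 2 and 3, as found in the tables. No normalized values were used. Gene IDs were matched to the GENCODE M21 annotation of GRCm38, and 31011 of them (99.86%) were found there. Coordinates are those of that annotation, count from 1 and cover the whole gene.

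The labels give a single group of 3 runs, numbered by their titles. The 12 animals are not assigned to runs, and whether the runs hold different animals is not stated. The run was the unit of replication. Cells were kept with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial UMIs. Depth after the filters had a median of 4425, 3438 and 3696 UMIs per cell in runs 1, 2 and 3. Scrublet scored doublets per run with an expected rate of 0.06 and called 1 cell, which was removed. A call of 0.0051% of cells means that the caller did not work, so doublets were weighed by cells holding both Xist and Y-linked UMIs.

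Counts were scaled per cell and log-transformed, 2000 variable genes were centred per run, and 30 principal components with 15 neighbours per cell gave a shared-neighbour graph, clustered by the Leiden method at resolution 0.5. Microglia-like cells were clustered again in the same way without the held-out lists among the features. Markers of classes and states, the lists, the tests and the rule for naming genes were fixed before the data were examined. The thresholds for naming clusters were set after the data had been seen. A cluster took a name when at least 3 of its 10 leading genes were markers of that name and at least 2-fold higher there. Otherwise it was called microglia-like where the median microglia marker kept at least 0.75 of its level over all cells and no other class had more markers than microglia among those leading genes. Of the 8 markers listed for the disease-associated state, 7 were used. Xist and Y-linked genes were among the genes that could enter the features.

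Counts were summed per run and population and tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, TMM scaling, filterByExpr) with the run as a block and Benjamini-Hochberg adjustment over all genes tested. The threshold was an adjusted p of 0.05. Clustering features and markers were not tested, except that the held-out lists stayed open to testing in the comparisons of sub-clusters. In the comparison of border-associated macrophage-like cells, list genes that were features were not tested. The comparison of Y-linked with Xist cells left out no features. Both sums of a run come from the same library, and their deviations from the population means correlated at 0.555, 0.659 and 0.498 in runs 1, 2 and 3, across 9765 genes, which are not independent replicates. The common dispersion was 0.0339 for border-associated macrophage-like and 0.000899 for disease-associated-like cells, with an infinite prior degree of freedom. This means that genes of like abundance shared an estimate of spread and no gene kept its own. Lists, written from general knowledge, were tested with fry and camera. For each test over all genes, the text names at most 5 genes per direction with the largest change among those with an adjusted p under 0.05, a log2 change of at least 1, at least 20 CPM in the higher population and the same direction in the 3 runs. Ribosomal, mitochondrial and unnamed genes were left out, and genes of the lists were named from 5 CPM. Genes of the low-depth sub-cluster that met the rule are not named, since few UMIs per gene were counted there. CPM values were computed from the deposited counts, and log2 ratios per run used a pseudocount of 1 CPM. The SE of a log2 change is its size divided by the square root of edgeR's F statistic. It rests on a spread shared in whole or in part across genes and is no standard error over the runs.

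Cells were also divided by sex-linked transcripts, at least 2 Xist UMIs with no UMI of 4 Y-linked genes against at least 1 Y-linked UMI with no Xist UMI. To compare shares at equal depth, cells were thinned at random to 2000 UMIs, and shallower cells were left out. Intervals of shares are exact binomial at 95%, and a count of 0 was read as up to 3 counts. Both cover counting error only.

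The test was run on simulated counts drawn from the real means and library sizes with 200 genes changed by known factors before low counts were filtered. In the simulation of border-associated macrophage-like cells, 40.3% of the changed genes were recovered among 9963 tested, with 3.7% false calls, and in that of disease-associated-like cells 84.3% among 9899 with 4.6% false calls. For interferon-responsive-like cells 70.5% were recovered, for cycling-like cells 61.7%, and for the comparison by sex-linked transcripts 97.4%. The other sub-clusters were not simulated. Every recovered gene had the right direction. The simulated genes were independent, followed the fitted dispersion and had fixed populations. Real populations were found from the same cells' counts, so these rates do not give the false calls of the real comparisons.

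Alternatives were a stricter cell filter (2000 UMIs, 1000 genes, 5% mitochondrial UMIs), no centring, Leiden resolutions of 0.3 and 0.8, 1000 variable genes, doublets kept, DESeq2 size factors, the DESeq2 Wald test, no filter on low counts, no replicate block, all genes tested, UMIs divided at random into 2 parts for clustering and testing, the lists left among the features, and each run left out. Added after seeing the data were the removal of the highest 6% of scrublet scores, the removal of cells with both kinds of sex-linked transcripts, the restriction of the other cells to unnamed sub-clusters, and, for the lists, the fits with all genes tested and with divided UMIs. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, scanpy 1.11.5, leidenalg 0.10.2, scipy 1.17.1 and matplotlib 3.10.9.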

Results

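The series measured RNA in single tdTomato-positive cells from the hippocampi of mice. The animals carried a tamoxifen-inducible Cre recombinase at the Cx3cr1 locus, which is active in microglia and related macrophages, a Cre-dependent tdTomato reporter and a NestinTK-eGFP transgene. They received tamoxifen at 100 mg/kg on 4 days, and cells were sorted by flow cytometry after myelin had been removed. The labels describe 12 animals, 6 male and 6 female, in 3 droplet sequencing runs of a single group, and do not assign animals to runs. The series title places the work in the neurogenic niche of the hippocampus. No other tissue, treatment or genotype was compared, so each comparison here is between populations of cells within the runs, with n = 3 runs.

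Run 1 held 7255 barcodes and 34140879 UMIs (unique molecular identifiers, each standing for a captured RNA molecule), run 2 held 6895 barcodes and 24717907 UMIs, and run 3 held 6226 barcodes and 24225612 UMIs. The median UMI count per barcode was 4386 in run 1, 3409 in run 2 and 3671 in run 3. After the filters on depth and mitochondrial UMIs, 6993, 6720 and 6077 cells were kept in runs 1, 2 and 3, which makes 19790 cells. The chi-square per degree of freedom over genes lay between 29.3 and 63.7 for pairs of runs, against 1.13 to 1.23 for 2 random parts of the cells of a run, so no run repeats the counts of another. Since separate captures of the same animals could also differ, these values do not show that the runs hold different animals. The share of Y-linked among cells with either kind of sex-linked transcript was 46.2, 27.6 and 39.4% in runs 1, 2 and 3. The exact intervals, 44.8 to 47.6, 26.3 to 28.9 and 37.9 to 40.9%, lay apart. At 2000 UMIs, microglia-like cells with Y-linked and Xist transcripts numbered 1309 and 2254, 782 and 2953, and 1014 and 2239. This argues against repeat captures of the same cell suspension, which would share a sex ratio, but leaves open whether the animals differ. The runs were counted as 3 samples because the labels list them separately.

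The first comparison asked which kinds of cells the sort contained. Microglia-like cells made up 91.1% of run 1 (6373 of 6993 cells, exact 95% binomial interval 90.4 to 91.8%), 92.2% of run 2 (6196 of 6720, 91.5 to 92.8%) and 95.1% of run 3 (5782 of 6077, 94.6 to 95.7%). The mean share was 92.8% ± 2.08 (SD, n = 3). The intervals cover counting error only, and the spread between runs was wider than they are. With the denominator limited to cells in named classes, which moved this share most, the mean was 99.0%. Border-associated macrophage-like cells, led by Pf4, Lyve1, Mrc1, F13a1 and Cd163, numbered 48, 16 and 38 in runs 1, 2 and 3, a mean share of 0.517% ± 0.243 (SD, n = 3). Cells with T or NK markers among their leading genes numbered 39, 30 and 19. S100a8 and S100a9, which are neutrophil markers, were also among the 10 leading genes of that cluster. No cluster was named by the markers of monocytes, neutrophils, dendritic cells, B cells, neurons, oligodendrocytes, astrocytes or endothelial cells.

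Clusters that met no naming rule held 7.62% of run 1, 7.11% of run 2 and 3.92% of run 3, with a mean of 6.22% ± 2.01 (SD, n = 3). They were a cluster of 533 cells led by astrocyte transcripts such as Slc1a2, Aldoc and Sparcl1, a cluster of 504 cells led by Klf2 and Emp3, a cluster of 139 cells led by MHC class II genes, and a cluster of 73 cells led by Ttr. Because the thresholds of the naming rule were set after the data had been seen, these shares bear on the share of microglia-like cells given for each run. Doublets were not removed in practice. The doublet caller marked 1 of 19791 cells, which is too few for it to have worked.

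Microglia-like cells were then divided into sub-clusters, with 5 gene lists kept out of the features that defined them. A sub-cluster named by the disease-associated markers held 271, 269 and 177 cells in runs 1, 2 and 3. Its share of the microglia-like cells was 4.25% in run 1 (exact 95% binomial interval 3.77 to 4.78%), 4.34% in run 2 (3.85 to 4.88%) and 3.06% in run 3 (2.63 to 3.54%), with a mean of 3.89% ± 0.715 (SD, n = 3). The interval of run 3 lay below those of runs 1 and 2. The alternative that moved the mean most, values not centred per run, gave 3.38%. The chemokine genes Ccl4, Ccl3 and Ccl2 led this sub-cluster, followed by Spp1, Lgals3, Lpl and Csf1, so its name rests on Spp1, Lpl and Csf1. A chemokine state with 6 markers was also among the states listed. Since chemokine genes led here, the name does not set the sub-cluster apart from such a state. The names of all populations were rebuilt from marker genes and may divide the cells differently from the study.

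A sub-cluster led by interferon-responsive genes held 158, 126 and 137 cells, a mean share of 2.29% ± 0.232 (SD, n = 3). Cycling-like cells numbered 86, 50 and 37, a mean share of 0.932% ± 0.371 (SD, n = 3). A sub-cluster led by immediate early genes, among them Fos, Egr1, Ier2 and Jun, held 11 cells of run 1 and 10 of run 2 against 794 of run 3. That was 0.173% of run 1 (exact 95% interval 0.086 to 0.309%), 0.161% of run 2 (0.077 to 0.297%) and 13.7% of run 3 (12.9 to 14.6%). With fewer than 20 cells in runs 1 and 2, it was not tested for genes. The 3 largest sub-clusters, of 6026, 5418 and 4497 cells, carried no state name, and mitochondrial transcripts led the one with 5418 cells.

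**Figure D1:**
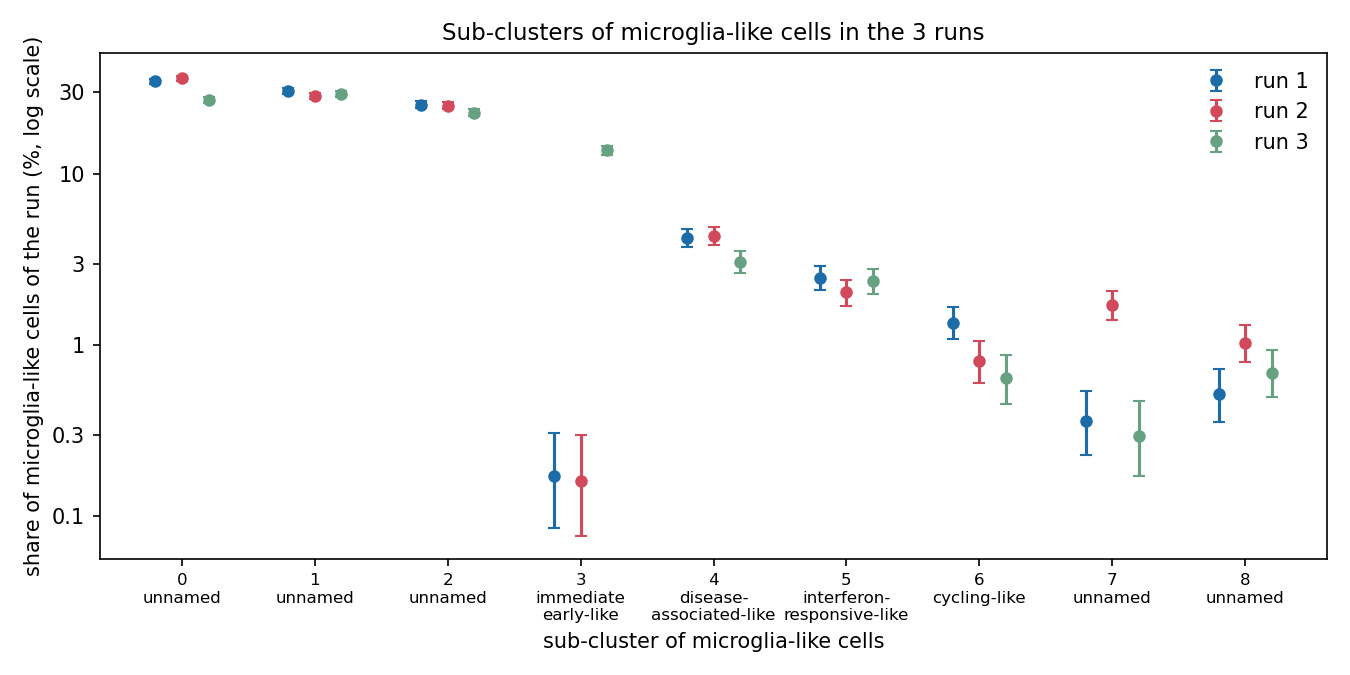
The vertical axis gives the share of each run's microglia-like cells in percent on a log scale and the horizontal axis the sub-clusters, with 1 point per run, exact 95% binomial intervals as bars (counting error only) and a sub-cluster of 1 cell left out. Immediate early-like cells were 13.7% of run 3 and under 0.2% of the other runs, while disease-associated-like cells were between 3.06 and 4.34% in the 3 runs.

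Border-associated macrophage-like and microglia-like cells are both resident myeloid cells that this reporter can mark. Genes outside the clustering features were compared between them on UMI counts summed per run. Of 10045 genes tested, 355 differed at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 211 higher and 144 lower in border-associated macrophage-like cells. Removing cells with both Xist and Y-linked UMIs, the alternative that moved this count most, gave 2350 genes. The rest were clustered again there, so the macrophage-like population may also have changed. A lower Leiden resolution and fewer variable genes, which remove no such cells, gave 1645 and 1751 genes. The rise to 2350 thus cannot be put down to the removal of these cells alone. Without run 3 the count was 90, of which 87 were higher and 3 lower, and without run 1 it was 521, of which 199 were higher and 322 lower. The DESeq2 Wald test gave 149 higher and 47 lower, so the balance of directions was not stable. The comparison rests on 102 macrophage-like cells, with 16 in run 2, which is below the minimum of 20 cells per run that was applied to sub-clusters but had not been set for this comparison, and 41.7% of those of run 1 (20 of 48) held both kinds of sex-linked transcripts, which a single cell of either sex does not normally express together.

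Among the genes higher in border-associated macrophage-like cells, Chp2 (ENSMUSG00000030865, GRCm38 chromosome 7, 122219496 to 122222824) was at 35.5 ± 9.02 CPM (counts scaled to a common library total, SD, n = 3 runs) and had no UMI in microglia-like cells. It was at least 748-fold higher when microglia-like cells are set to the 3 UMIs that a count of 0 allows. Ptprk (ENSMUSG00000019889, chromosome 10, 28074820 to 28597397) was at 31.2 ± 24.6 CPM against 0 UMIs, at least 618-fold higher. Cd4 (ENSMUSG00000023274, chromosome 6, 124864692 to 124888221) had 26 UMIs against 1, a ratio of CPM of 2535 with a counting interval of 416 to 103924. Bmp2 had 16 UMIs against 1, a ratio of 1560 with a counting interval of 242 to 65416. Vav3 was higher by 9.37 ± 0.64 on the log2 scale (SE; adjusted p 5.0e-44, edgeR), from 28 UMIs against 4. Of the genes that were lower, Tmem119 (ENSMUSG00000054675, chromosome 5, 113793729 to 113800516) changed by -2.32 ± 0.30 (log2, SE; adjusted p 5.28e-12, edgeR), from 2271 ± 496 CPM in microglia-like to 624 ± 607 CPM in macrophage-like cells, and Selplg changed by -2.09 ± 0.29 (adjusted p 2.42e-10, edgeR). F11r changed by -2.22 (adjusted p 5.55e-11, edgeR), from 237 UMIs in macrophage-like cells. Ap3m2 and Ccl25 changed by -2.32 and -2.25 (adjusted p 0.0222 and 0.0357, edgeR) but had 4 UMIs each there, so these falls lie near the limit of detection. All of these genes differed in the same direction in the 3 runs. The standard deviations of the macrophage-like cells were close to their means for Tmem119, Selplg (1210 ± 1079 CPM) and F11r (173 ± 195 CPM). For Tmem119 the log2 ratio of CPM + 1 was -0.55 in run 1, -2.63 in run 2 and -4.12 in run 3, so the size of its fall is poorly determined.

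The next comparison asked how disease-associated-like cells differed from the other microglia-like cells in genes that had not defined them. Of 9918 genes tested, 3003 differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1580 higher and 1423 lower, and 460 of the 3003 differed by at least 1 on the log2 scale. Without the replicate block, the alternative that moved the count most, it was 598, all of them among the 3003. Without run 1 it was 1799. Both populations of a run came from the same library, and the estimate of the spread between runs was shared by genes of like abundance.

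Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) had the largest rise among the genes that met the naming rule, 5.96 ± 0.11 (log2, SE of the fit), from 4.05 ± 2.34 CPM in the other cells to 240 ± 78.6 CPM (SD, n = 3), with an adjusted p that edgeR returned as 0. Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) rose by 5.46 ± 0.30 (adjusted p 2.26e-71, edgeR), to 26.5 ± 18.3 CPM from 0.592 ± 0.185 CPM. Tubb6 rose by 3.15 ± 0.21 (adjusted p 1.099e-46, edgeR) and Ank by 2.79 ± 0.10 (adjusted p 4.02e-171, edgeR). Cd74 (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652) rose by 2.67 ± 0.08 (adjusted p 4.93e-229, edgeR), to 212 ± 130 CPM from 32.8 ± 7.97 CPM, while the cluster led by MHC class II genes held it at 17935 CPM. The largest falls were those of Slco4a1 (-2.45 ± 0.25), Trp53i11 (-2.11 ± 0.27), the long noncoding RNA gene Trp53cor1 (-1.92 ± 0.23), Mycl (-1.79 ± 0.20) and Armc3 (-1.56 ± 0.17), with adjusted p values from 1.03e-20 to 5.59e-14 (edgeR). Each of these 10 genes moved in the same direction in all 3 runs, and they were the 5 largest in each direction among 147 genes that met the naming rule. In runs 1, 2 and 3 the log2 ratio of CPM + 1 was 5.35, 6.12 and 5.38 for Ccl2. It was 3.86, 4.94 and 2.76 for Il1b, and 2.34, 2.10 and 3.13 for Cd74. For these genes the runs lay further apart than the SE of the fit. Ccl2 was kept out of the features but was also among the leading genes of the sub-cluster. It belongs to a family of similar chemokine genes, and how reads shared between genes were counted is not stated.

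The held-out lists were tested as sets in the same comparison. All 12 homeostatic genes had lower fitted values in disease-associated-like cells, with a median of -0.52 (log2). Of these, 11 passed the threshold over all genes tested and 12 passed it adjusted over the list alone. P2ry12 fell from 4238 ± 805 to 1918 ± 376 CPM (-1.08 ± 0.04, SE), Selplg changed by -1.02 ± 0.04 and Tmem119 by -1.01 ± 0.04, while Cst3 changed by -0.09 ± 0.04 (adjusted p 0.0588, edgeR). The stricter cell filter moved the median most, to -0.46. All 20 disease-associated genes of the held-out list were higher, with a median of 1.103, and 20 passed the threshold both over all genes and adjusted over the list alone. Cd63 rose by 2.63 ± 0.04 (2059 ± 239 against 346 ± 45.0 CPM), Apoe by 2.22 ± 0.04 (2860 ± 211 against 648 ± 105 CPM) and Lyz2 by 1.91 ± 0.05. Trem2 rose by 0.31 ± 0.04, the smallest rise of the list. The rise of Apoe was larger in cells with Y-linked than in cells with Xist transcripts by 0.60 (log2), a difference that lost its call without run 1 (adjusted p 0.393, edgeR).

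Secreted regulators of neurogenesis had a median of 1.99 over the 10 of 14 genes with enough counts to be tested. Of these, 7 were higher and 1 lower over all genes, and 7 were higher and 3 lower adjusted over the list alone. Ccl2 and Il1b had the largest rises, Igf1 rose by 3.40 ± 0.38 (11.5 ± 2.81 against 1.09 ± 0.182 CPM), Pdgfa by 1.93 ± 0.08 (153 ± 3.71 against 42.3 ± 4.22 CPM) and Tnf by 2.09 ± 0.31 (15.1 ± 16.1 against 3.50 ± 2.92 CPM, a spread between runs as large as its mean). Il18 changed by -0.40 ± 0.11 (adjusted p 0.00205, edgeR), and Il6 by -0.51 ± 0.24 (adjusted p 0.0887, edgeR). Leaving the lists among the sub-clustering features lowered the median to 1.43 and took fry's adjusted p to 0.0881. Antigen presentation genes had a median of 1.24, with all 7 genes tested of the 8 in the list higher over all genes and adjusted over the list alone. Without run 3 that median was 0.62. H2-Aa went the other way in run 2 (-0.44, log2 of CPM + 1) than in run 1 (0.31) and run 3 (1.67). Its mean was 15.9 ± 23.6 against 5.89 ± 6.08 CPM, so its rise (1.34 ± 0.28, adjusted p 1.61e-05, edgeR) was called although its level varied between runs by more than the difference. H2-K1 (0.62 ± 0.05) and H2-D1 (0.64 ± 0.05) rose in all 3 runs, and reads shared between genes of the H2 family could have been divided among them. Phagocytosis genes moved both ways, with a median of 0.16. Of 20 genes, 10 were higher and 5 lower, over all genes and also adjusted over the list alone. Among those with at least 5 CPM in the higher population, the changes ran from Npc2 (0.72 ± 0.04) to Elmo1 (-0.83 ± 0.06).

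Under fry, which tests a list against no change, the Benjamini-Hochberg adjusted p over the 5 lists was 0.00219 for the homeostatic, disease-associated and secreted lists, 0.0287 for antigen presentation and 0.0370 for phagocytosis. Camera with its preset correlation of 0.01, which tests a list against the other genes, gave adjusted p values from 1.17e-51 to 0.00995. With an estimated correlation in place of the preset, camera's adjusted p was 0.0381 for the disease-associated list and 0.0597 for the homeostatic and secreted lists. It was 0.0870 for antigen presentation and 0.443 for phagocytosis, so in this fit only the call for the disease-associated list held. Other fits went both ways. For the disease-associated list this p was 0.0810 without a filter on low counts and 0.0275 with DESeq2 size factors. Under the stricter cell filter it was 0.0364 for each list except phagocytosis. Without run 2, fry's adjusted p was 0.0701 for the homeostatic, 0.0554 for the disease-associated, 0.0701 for the secreted, 0.0889 for the antigen presentation and 0.0995 for the phagocytosis list, and without run 3 the values were 0.0730, 0.0659, 0.0659, 0.126 and 0.248. Without run 1, antigen presentation (0.173) and phagocytosis (0.199) also lost their call. The medians kept their direction in each of these fits.

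**Figure D2:**
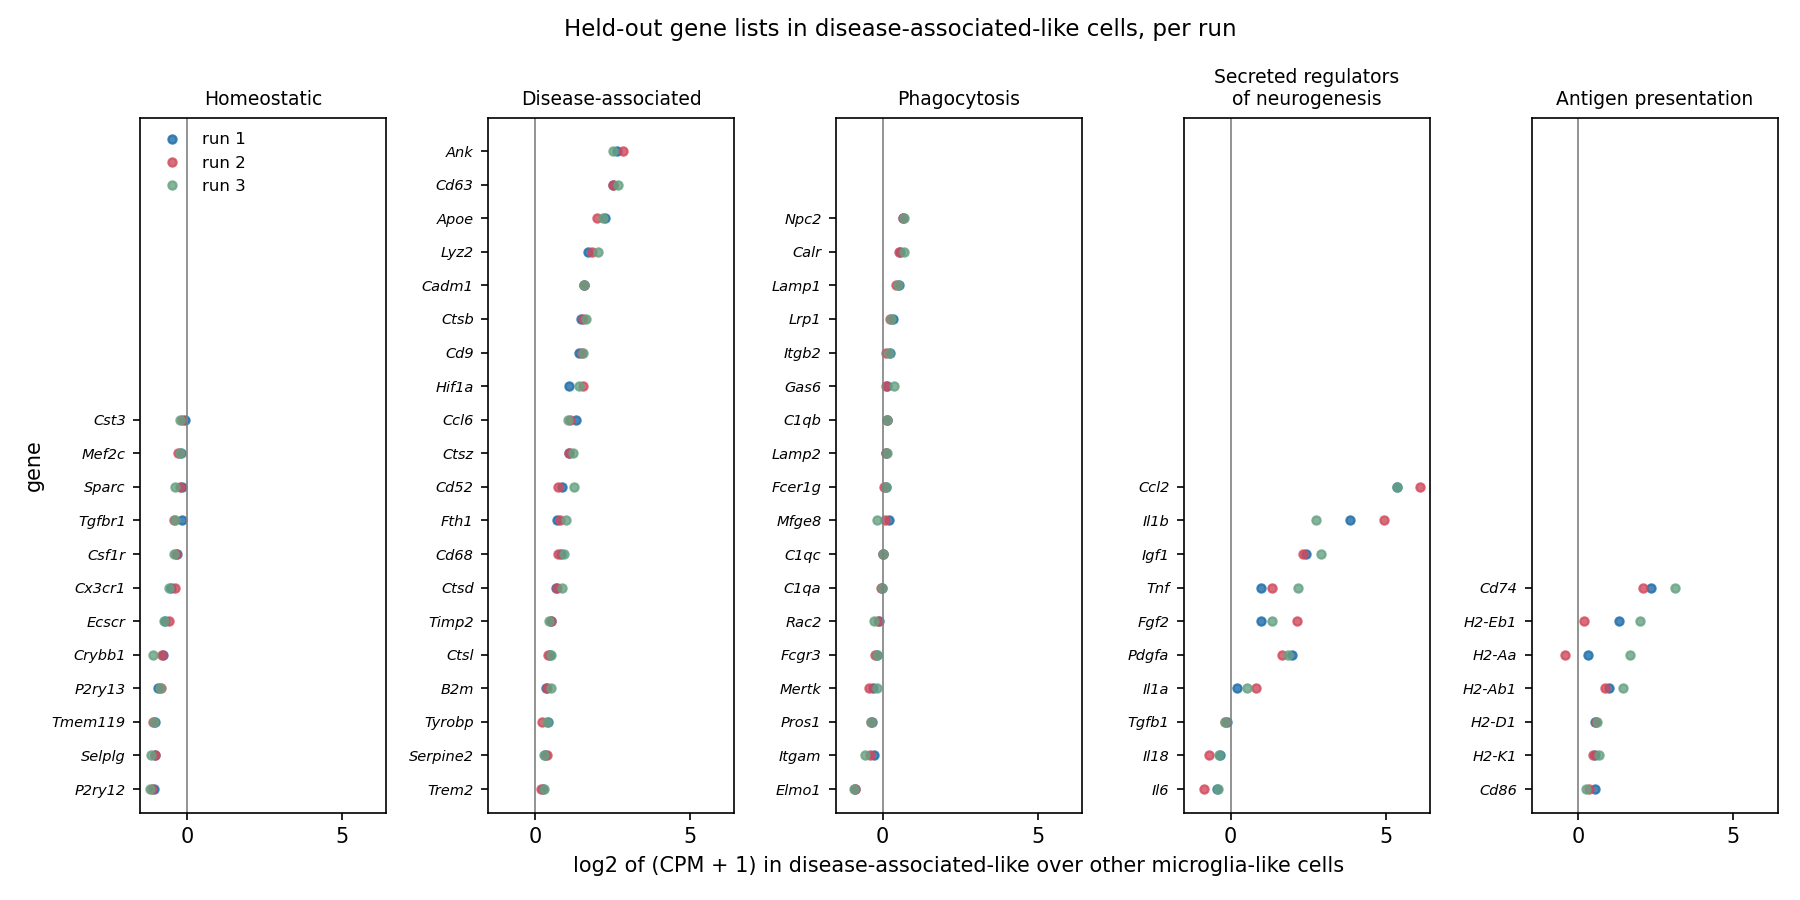
Each panel holds a list and each line of points a gene of it, with the log2 ratio of CPM + 1 between disease-associated-like and other microglia-like cells on the horizontal axis and 1 point per run (no error bars, since each point is a single library). Homeostatic genes lie below 0 in every run, disease-associated genes above 0 in every run, with Ank between 2.52 and 2.83, and H2-Aa lies on both sides of 0 (-0.44 to 1.67).

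The remaining sub-clusters were each compared with all other microglia-like cells. In the 3 largest, of 6026, 5418 and 4497 cells, 1458, 2536 and 1893 genes differed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Few of these differences were large: 52, 57 and 41 genes reached 1 on the log2 scale. Without the replicate block no gene passed the threshold in any of the 3, with 146, 314 and 208 genes at an unadjusted p under 0.05, which moved these counts most. Without run 1 the counts were 804, 1522 and 941. Ccl2 was lower in each of the 3, by -3.15 ± 0.15, -3.55 ± 0.17 and -3.41 ± 0.15 (log2, SE), against remaining cells that included the disease-associated-like ones. In interferon-responsive-like cells 236 genes differed, 202 higher and 34 lower, against 77 without run 1 and 133 without run 2. Oas1a rose by 3.86 ± 0.39 (adjusted p 2.74e-20, edgeR), Isg20 by 3.26 ± 0.31 and Cd74 by 3.02 ± 0.10 (285 ± 214 against 35.2 ± 14.3 CPM), and Lbx2 and Btd, with 17 and 18 UMIs in these cells, changed by -1.08 ± 0.32 and -1.02 ± 0.31. Oas1a belongs to a family of close paralogs.

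In cycling-like cells 1567 genes differed, 880 higher and 687 lower, and 709 without run 1. Mxd3, with 40 UMIs against 0, was at least 917-fold higher, Depdc1a at least 665-fold, Kif18b at least 573-fold and Sapcd2 at least 481-fold, each from the 3 UMIs a count of 0 allows. Melk had 58 UMIs against 1, a ratio of 3987 with a counting interval of 688 to 160166. Of the lower genes that met the rule Kdm5b changed most, by -2.70 ± 0.40 (adjusted p 3.85e-10, edgeR) from 7 UMIs in cycling-like cells, and Apoe changed by -1.73 ± 0.13 (240 ± 102 against 764 ± 111 CPM). H2-Aa averaged 326 CPM in cycling-like and 2.93 CPM in other cells but was higher in 2 of the 3 runs only, so no direction is given for it. A sub-cluster of 137 cells had a median UMI count 0.388 times that of its runs. There, 615 genes differed, 24 higher and 591 lower, with the median of all genes at -0.32. Under DESeq2 size factors the median was -0.13 and 345 genes differed, 54 higher and 291 lower. Without run 2 the count was 33, without run 1 it was 279 and without run 3 it was 216. A sub-cluster of 146 cells, with 17 in run 3, was not tested.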

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

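All tests in this part were chosen after the result was seen.

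The rise of Apoe in disease-associated-like cells differed between cells with Y-linked and cells with Xist transcripts. It was the only gene of 8583 with an adjusted p under 0.05 for the difference itself (an interaction term in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while 439 genes had an unadjusted p under 0.05. The difference was 0.603 on the log2 scale (SE 0.078, adjusted p 1.03e-10). Per run it was 1.08, 0.212 and 0.396, the same direction in 3 of 3 runs, with a mean of 0.563 ± 0.458 (SD). An exact two-sided sign-flip test over the 3 runs gave p 0.25, the smallest it can give. Disease-associated-like cells with Y-linked transcripts held 3689 CPM of Apoe in run 1, 3905 in run 2 and 3352 in run 3, against 2206, 2745 and 3357 CPM with Xist. The other microglia-like cells held 475, 879 and 542 CPM with Y-linked transcripts and 601, 716 and 715 CPM with Xist, so in run 1 a lower level in these cells adds to the difference, and in run 2 a higher level takes from it. In run 3 the disease-associated-like cells held like levels, and the difference came from the other cells. Free RNA of astrocytes is argued against. The cluster led by astrocyte transcripts is no pure astrocyte profile, since its microglia markers were at 1.019 of their level over all cells. The higher Apoe would need 336% of the Apoe that this cluster held in excess of microglia-like cells. With all 1009 CPM of Apoe in that cluster taken as astrocyte RNA, which is the most it can hold, the higher Apoe would need 87.1% of the astrocyte RNA found there, and the 6 astrocyte markers rose by a median of 0.002 of what this would bring. Slc1a2 was at 4.22 CPM in disease-associated-like cells with Y-linked and 4.17 CPM in those with Xist transcripts (means of the runs), and Aldoc at 3.51 and 3.11 CPM, while Slc1a3, which microglia-like cells also hold, rose by 1.214 of it. Whether run 1 alone carries the difference cannot be told apart from a smaller difference in all runs. Without run 1 it was 0.304 (SE 0.092) with an adjusted p of 0.393, against 9.28e-16 without run 2 and 1.48e-08 without run 3. Without run 1 the genes past the threshold were Ccl2 and Pgrmc2, and without run 3 they were Apoe and Ccl2, all named after their values were seen. Sex of the animals stays open and untested, because animals were pooled within runs and a single animal may carry the values of run 1.

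A cluster of 533 cells led by astrocyte transcripts lies outside the comparisons of the report and was noted as a signal in cells left unanalysed there. It held 3.49% of run 1, 3.095% of run 2 and 1.33% of run 3. When clusters were found from a random part of the UMIs and levels read from the remaining UMIs, a cluster of 447 cells with Slc1a2 and Aldoc among its leading genes held the 6 astrocyte markers, fixed before the data were examined, at a median of 29.07 times their level in microglia-like cells (26.6, 21.5 and 23.8 times in runs 1, 2 and 3). This argues against free RNA spread evenly over all droplets, which would give like levels in UMIs that did not define the cluster. The median of run 2 is a lower bound, since Gja1 had 0 UMIs in microglia-like cells there and was read as 3. In the cluster of 533 cells and all UMIs, Slc1a2 was at 141 CPM against 1.94, Aldoc at 126 against 2.91, Aqp4 at 7.91 against 0.159 and Gja1 at 2.20 against 0.145, and Gfap was 22.6 times as high. Slc1a3 was at 304 against 278 CPM, so of the 6 markers it is the one that microglia-like cells also held. The microglia markers were at 1.019 of their level over all cells, which argues against doublets with whole astrocytes, since these would dilute the markers. The cells may be microglia carrying astrocyte RNA in a smaller amount, by uptake or by debris in the droplet, and nothing measured here separates these. No biological explanation was tested.

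A cluster of 73 cells led by Ttr, with 37, 32 and 4 cells in runs 1, 2 and 3, was also noted as a signal outside the comparisons. Ttr was at 133372 CPM there against 11.4 CPM in microglia-like cells, which by itself restates how the cluster was noted. When clusters were found from a random part of the UMIs, a cluster of 66 cells led by Ttr held its 10 leading genes at a median of 9051 times their level in microglia-like cells in the remaining UMIs (4321, 5667 and 4086 times in runs 1, 2 and 3, with 4 cells in run 3), Ttr itself with 18734 UMIs against 508. This argues against free RNA at a like level in all droplets. Several of the 10 genes had few UMIs in microglia-like cells, so the size of the median is uncertain. In runs 2 and 3 some of them, among them Folr1 and Sostdc1, had no UMI there. A count of 0 was read as 3, so the medians of runs 2 and 3 are lower bounds. Doublets cannot be excluded. The cells held 0.888 of the median UMIs of their runs, which is not more than microglia-like cells, but the microglia markers stood at 0.559 of their level, which doublets could give. No biological explanation was tested.

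The 88 T or NK-like cells were noted for the same reason, since no comparison used them. Gzma was at 1273 CPM against 0.0264 in microglia-like cells, Nkg7 at 824 CPM against 0 UMIs and Ccl5 at 2670 against 4.74 CPM. Doublets with microglia cannot be told apart from single cells here. The UMI count was 0.539 of the median of their runs, lower than doublets would usually have, while the microglia markers were at 0.649 of their level over all cells, which could come from doublets, cell fragments or free RNA. No biological explanation was tested.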

How the results depend on the processing

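The removal of the highest 6% of scrublet scores, the removal of cells with both kinds of sex-linked transcripts, the restriction of the other cells to unnamed sub-clusters, the list tests with all genes tested and with divided UMIs, and the counts of other splits were tests chosen after seeing the data.

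Of 23 alternative values of the 2 shares, 18 stayed within 1 SD of the spread between runs. The share of microglia-like cells moved to 96.4% under the stricter cell filter, 95.3% without centring, 95.1% at Leiden resolution 0.3, 95.7% without cells holding both kinds of sex-linked transcripts and 99.0% over named classes, and lay from 91.7 to 93.7% across the 3 values that each left out a run. The last alternative shrinks the denominator by construction, and for the others the cause was not tested. The share of disease-associated-like cells lay from 3.66 to 4.30% when a run was left out and stayed within the spread under all its alternatives.

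Of 85 alternative counts of genes, 45 were within 1.5 times the reported count. For border-associated macrophage-like cells the 355 genes became 977 under the stricter cell filter, 1645 at resolution 0.3, 1751 with 1000 variable genes, 2350 without cells holding both kinds of sex-linked transcripts, 196 with the DESeq2 Wald test, 652 with all genes tested and 205 with UMIs divided into 2 parts, an alternative that tests fewer UMIs by construction. Leaving out a run gave from 90 to 521 genes, and 89 of the 90 without run 3 were among the 355. For the others the cause was not tested. For disease-associated-like cells the 3003 genes became 1788 with the DESeq2 Wald test, 598 without the replicate block and 1924 with divided UMIs, and from 1799 to 2359 when a run was left out. All calls shared with the 3003 had the same direction.

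With the DESeq2 Wald test the counts of the sub-clusters of 6026, 5418 and 4497 cells fell to 450, 975 and 417, that of interferon-responsive-like cells to 126, of cycling-like cells to 811 and of the low-depth sub-cluster to 186. DESeq2 gave no adjusted p for 7127, 5987, 6570, 384 and 7827 genes of the first 3, the cycling-like and the low-depth sub-clusters. Without the replicate block these counts were 0, 0, 0, 49, 661 and 254, with 146, 314 and 208 genes at an unadjusted p under 0.05 behind the counts of 0, where the pairing of sums within a run is no longer used. DESeq2 size factors gave 345 for the low-depth sub-cluster. Leaving out a run gave from 804 to 1180, 1522 to 2084, 941 to 1548, 77 to 256, 709 to 1236 and 33 to 279 genes in the same order. In the comparison by sex-linked transcripts the 40 autosomal genes became 10 with the DESeq2 Wald test, 150 without a filter on low counts and 0 without the replicate block (66 at an unadjusted p under 0.05), and from 7 to 134 when a run was left out. The cause was not tested. In the list tests the fit without the replicate block changed the call of phagocytosis only.

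Of 95 alternative values of the 5 list medians, all kept their direction. Of the 90 with a p from fry, 65 kept their side of its threshold and 25 did not, and the 5 from the DESeq2 Wald test, which have none, moved by less than the spread between runs. Phagocytosis lost its call under the stricter cell filter (0.12), with doublets kept (0.15), without centring (0.16), at resolutions 0.3 (0.14) and 0.8 (0.145), with 1000 variable genes (0.20), without the highest scrublet scores (0.16), without cells holding both kinds of sex-linked transcripts (0.15), without the replicate block (0.16), with the lists among the features (0.18) and with divided UMIs (0.136, where fry's adjusted p was 0.0874). The secreted list lost it with the lists among the features (1.43), and antigen presentation without cells holding both kinds of sex-linked transcripts (1.34). Leaving out a run gave medians from -0.57 to -0.49 for homeostatic, 1.01 to 1.17 for disease-associated, 0.12 to 0.19 for phagocytosis, 1.79 to 2.04 for secreted and 0.62 to 1.34 for antigen presentation genes. These fits have fewer sums, and the cause of the other changes was not tested. The fit with doublets kept adds back 1 cell only, so its changes cannot be put down to doublets.

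For border-associated macrophage-like and disease-associated-like cells, for each of the 6 other sub-clusters tested and for the comparison by sex-linked transcripts, 1 of the 4 splits that part both sums of every run, the real one, gave as many genes. The other splits exchange the populations within a run. With 4 splits no share under 0.05 can be reached, so chance could not be excluded this way. The largest count among the other splits was 90 for border-associated macrophage-like cells, 1 for sex-linked transcripts and 0 for the rest. Of the 5 comparisons simulated, that of border-associated macrophage-like cells, with 102 cells and a common dispersion of 0.0339, recovered the lowest share of changes, 40.3%. The low-depth sub-cluster, 137 cells with a median of 1471 UMIs, was not simulated.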

Other observations

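Of the tests in this part, the test of immediate early genes in other populations, the test of RNA from the cells led by MHC class II genes and the tests of depth and doublets in the cluster of high UMI counts were set before their result was seen. The tests of a single animal, depth, software version and doublets in immediate early-like cells, of the denominator in run 3, of doublets in disease-associated-like and border-associated macrophage-like cells, of depth in border-associated macrophage-like cells, and of X-linked genes were chosen after it was seen.

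Of 815 immediate early-like cells, 794 came from run 3. A single animal among those pooled is argued against, since 44.383% of the cells with either kind of sex-linked transcript were Y-linked (exact 95% interval 40.2 to 48.7%), so both sexes contributed. Depth is argued against by a median UMI count 1.018 times that of the other microglia-like cells of the run. The software version is argued against because run 2, with the same version as run 3, had a share of 0.161%. Doublets are argued against by a share of cells with both kinds of sex-linked transcripts of 1.889%, below the 2.91% of the other cells. The summed immediate early markers were higher in run 3 also outside the sub-cluster, 4.17 times the mean of runs 1 and 2 in the other microglia-like cells and at least 2.405 times in each of the other populations with 10 or more cells per run, up to 6.07 times in border-associated macrophage-like cells. The cluster led by Ttr, with 4 cells in run 3, was the exception at 0.862 times. This is consistent with a difference of the whole run 3, in which immediate early-like cells may be the upper end. Handling of the tissue and a difference between the animals cannot be told apart, since both go with the run. No biological explanation was tested.

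The lower share of disease-associated-like cells in run 3 may follow in part from the cells counted as immediate early-like. Without these in the denominator it was 3.549% (exact 95% interval 3.05 to 4.10%) against 4.26% (3.78 to 4.79%) and 4.35% (3.85 to 4.89%) in runs 1 and 2. It stayed below the 4.30% of runs 1 and 2 together by more than counting error (two-sided Fisher exact p 0.0225), but that test leaves out the spread between runs, which a single run on one side does not give, so whether a difference is left cannot be told. No biological explanation was tested.

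Cells with both Xist and Y-linked UMIs point to doublets between animals of different sex. In a microglia-like cluster of 1197 cells with a median of 6992 UMIs, 19.6% held both kinds, against 1.34% of the other microglia-like cells. At 2000 UMIs per cell the share was 6.099% (73 of 1197 cells, none left out as too shallow) against 0.5% (83 of 16599 cells, from 17154). Depth alone is argued against, since it would make these shares equal, and so is free RNA at a like level in all droplets. Both arguments take the grouping as given. Xist and Y-linked genes could enter the features. The Y-linked genes Ddx3y and Eif2s3y were among the 10 leading genes of another microglia-like cluster, of 6476 cells. The grouping thus went in part with the UMIs counted here. No clustering without Xist and Y-linked genes was compared, so the excess may be overstated. The values are consistent with more doublets in this cluster than in the other microglia-like cells, which is part of the microglia-like class. In disease-associated-like cells the mean share over 100 random thinnings to 2000 UMIs was 0.883%, against 0.849% of the other microglia-like cells, with 2 to 13 of 711 cells, too few to show or exclude a moderate excess of doublets. When cells with both kinds were removed and the rest clustered again, 2916 genes differed, of which 2646 were among the 3003, all in the same direction. That removal leaves doublets within a sex in place. When the 1 called doublet was kept and the cells clustered again, a like number, 2649, was shared with the 3003. Whether doublets contribute to the 3003 cannot be told from these counts.

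Among border-associated macrophage-like cells, 20 of 48 in run 1 (41.7%), 0 of 16 in run 2 (exact 95% upper limit 20.6%) and 2 of 38 in run 3 (5.26%) held both kinds. At 2000 UMIs the share in run 1 was 6.25% (3 of 48, exact 95% interval 1.31 to 17.2%) against 0.888% of microglia-like cells (56 of 6306 cells, from 6373). Over 100 random thinnings the mean shares were 10.1% and 0.869%, with 0 to 13 macrophage-like cells per thinning, and the exact intervals were apart in 92 of them, short of the 95 required to exclude depth as the whole cause. These cells had a median of 8879 UMIs against 4444 in microglia-like cells of run 1. Doublets with microglia are a candidate explanation, and Tmem119 and P2ry12, which changed by -0.55 and -0.46 (log2 of CPM + 1) in run 1 but by -2.63 and -2.48 in run 2 and -4.12 and -2.98 in run 3, go with it. The values lean against depth as the whole cause without excluding it. No biological explanation was tested.

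The rise of Cd74 in disease-associated-like cells might come from RNA of the cells led by MHC class II genes. A share of 0.878% of such RNA would give the rise, but H2-Aa, H2-Ab1 and H2-Eb1 rose by a median of 0.149 of what that share would bring, which argues against it as the source of the whole rise.

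Of the cells with either kind of sex-linked transcript, 46.2% were Y-linked in run 1, 27.6% in run 2 and 39.4% in run 3. The comparison of Y-linked with Xist cells among microglia-like cells gave 40 autosomal genes of 10984 tested (17 higher, 23 lower; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), none of which met the naming rule. Without run 3 it gave 7 genes, without run 1 134 and without run 2 114. Of 343 X-linked genes tested, 12 differed and 8 of these were lower in Y-linked cells, with 4 genes without run 3, 2 with the DESeq2 Wald test and 1 without the replicate block. The share of disease-associated-like cells was 4.17% of Y-linked against 4.34% of Xist cells in run 1, 2.92 against 5.26% in run 2 and 3.57 against 3.05% in run 3. The mean difference was -0.662 percentage points ± 1.49 (SD, n = 3, exact two-sided sign-flip p 0.75). At 2000 UMIs per cell before the cells were divided by sex-linked transcripts it was -1.38 ± 1.76 (exact p 0.5). Interferon-responsive-like cells made up 3.82% of Xist and 1.76% of Y-linked cells in run 1, 1.99 and 1.78% in run 2, and 2.39 and 2.29% in run 3 (mean difference -0.79 ± 1.103, exact p 0.25, the smallest that 3 runs can give), and at 2000 UMIs the mean difference was -0.744 ± 1.13 (exact p 0.5). For cycling-like cells the mean difference was 0.108 ± 0.15 (exact p 0.5), and at 2000 UMIs it was -0.067 ± 0.226 (exact p 0.75). Its sign changed with depth, so no direction is given. Since this exact test cannot fall below 0.25 with 3 runs, it cannot decide whether any of these shares differ. Xist and Y-linked genes could also enter the features of the sub-clusters, which these shares take as given.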
